A study of Sus scrofa with 12 samples.

How the data were processed

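Gene expression was measured by RNA sequencing in IPEC-J2 cells, an established porcine cell line from the intestinal epithelium. The cells were either left untreated or exposed to deoxyshikonin, a plant naphthoquinone, at 5 µmol/L, and libraries were made at 6 h and 24 h. Each of the 4 groups held 3 libraries, 12 in all. Groups and replicate numbers were taken from the sample titles, and the dose from the series design. All libraries carry the same collection month, so the labels give no batch.

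Per the labels' protocols, total RNA was extracted with TRIzol, treated with DNase I, checked on a Bioanalyzer and made into libraries with standard Illumina procedures. The authors deposited a single table of TPM, the abundance of each gene relative to the library total, for 32518 gene identifiers. Each column of the deposited TPM table summed to 1000000 within rounding, with values given to 2 decimals. The labels and the file name no aligner, quantification program, genome build or annotation release. The identifiers were Ensembl pig gene identifiers and 610 identifiers beginning with MSTRG, a form used for assembled transcripts. Replicates were not pooled, and all columns matched a sample title. TPM divides out gene length and library size, so the sequencing depth of each library is unknown, and no counting interval or detection floor could be given. Because each library is scaled to the same total, a rise in some genes lowers the values of all others.

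No symbols accompany the identifiers in the deposited table, and 0 of the 32518 identifiers matched the RefSeq gene table of assembly Sscrofa11.1. Genes are therefore reported by identifier, without coordinates. Tests of 4 lists fixed before the data were examined (37 host defence genes, 36 barrier genes, 29 NRF2 response genes and 32 hypoxia response genes) had been planned by symbol and could not be run.

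Values were analysed as log2(TPM + 1). A log2 change on this scale understates the change of genes with low TPM. The 11897 genes with a mean TPM of at least 1 over all 12 libraries were tested. The tests used limma version 3.58.1 in R version 4.3.3 (lmFit, contrasts, and eBayes with a trend of the prior variance on mean expression), with Benjamini-Hochberg adjustment over the tested genes in each comparison and a threshold of 0.05. All 4 groups entered one fit, which left 8 residual degrees of freedom per gene. The comparisons were deoxyshikonin against control at 6 h, the same at 24 h, the difference between these effects (the interaction of treatment and time), and control at 24 h against control at 6 h. Measures of single libraries were compared with exact two-sided permutation tests, which with 3 libraries against 3 cannot give a p-value below 0.1.

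The procedure was tested on simulated values drawn with the real genes' means and residual spreads. With 200 of 11897 genes changed by 1 log2 unit at 6 h, 94.5% were recovered and 4.06% of the calls were false. With a change of 0.5 log2 units, 73.5% were recovered and 5.16% of the calls were false. Each change size had a single draw, with noise independent between genes, as many rises as falls and no scaling to a fixed total. These rates therefore hold for that setting and do not carry over to the real comparisons, where far more genes were called.

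The replicate numbers in the titles are shared by all groups, and this is the only source of a pairing. A fit with the replicate number as a block was run beside the fit without it. Whether the numbers pair the libraries was checked by correlating the deviations of same-numbered libraries from their group means across genes.

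The alternatives fixed before the data were examined were a pseudocount of 0.1, no filter on low values, a minimum mean TPM of 5, quantile normalization, rescaling of the libraries by the median of ratios (over 7459 genes with a mean TPM of at least 10 and no zero), the replicate block, a fit of only the compared groups, a prior variance without a trend, an added minimum absolute log2 change of 1, and leaving out each library in turn. A fit without the genes that lay at 0 in one library and at 20 TPM or more in another was added after seeing the data. The rule for naming genes, also fixed in advance, required a gene symbol and could not be applied as written. The genes named here are those with the largest rise and the largest fall at each time point among genes with a mean TPM of at least 5, an adjusted p-value under 0.05 and no overlap between treated and control libraries. Where one gene came first at both times, the next gene at 24 h was taken.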

Results

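To determine how deoxyshikonin changes the transcriptome of porcine intestinal epithelial cells, expression was compared between treated and untreated IPEC-J2 cells at 6 h and at 24 h, with 3 libraries per group. Expression was given as TPM, which carries no sequencing depth. Between 12565 and 14066 of the 32518 genes were listed at 0 in a given library, and the 11897 genes with a mean TPM of at least 1 were tested.

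Replicate libraries were close to each other. Across the tested genes, Pearson's r of log2(TPM + 1) between libraries of the same group ranged from 0.981 to 0.988, and the median absolute log2 difference ranged from 0.0717 to 0.121. Genes are not independent replicates, so these values only describe similarity. Between treated and control libraries the median absolute difference was 0.453 to 0.516 at 6 h and 0.199 to 0.272 at 24 h. Control libraries at 6 h and 24 h differed by 0.261 to 0.287. No library pair within a group was closer than 0.0717, and all 12 libraries were kept as separate replicates. In a principal component analysis the first component held 47.5% of the variance and the second 24.3%. The 6 h treated libraries had scores of 56.4 to 64.6 on the first component, whereas the scores of all other libraries lay between -32.1 and -6.79. The second component separated the 24 h treated libraries, with scores of 36.0 to 40.1, from the 6 h controls, with scores of -35.3 to -32.4.

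**Figure D1:**
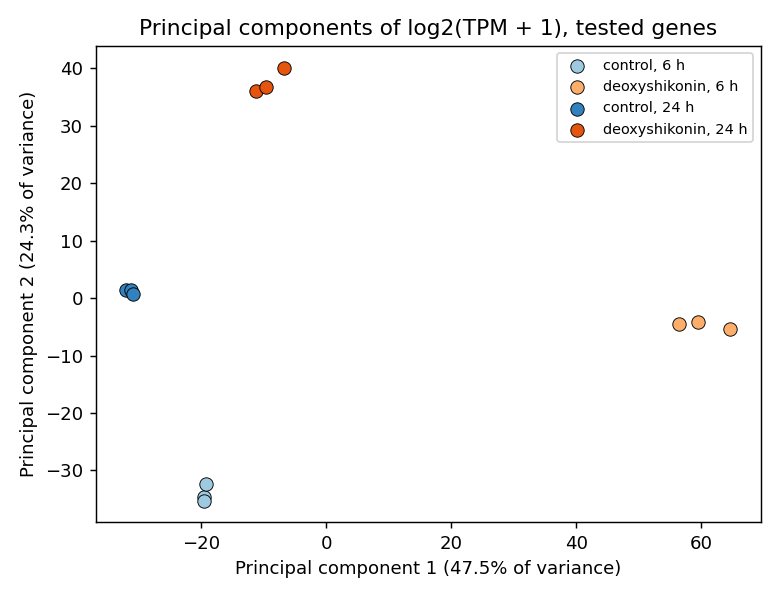
Scores of the 12 libraries on the first 2 principal components of log2(TPM + 1) over the tested genes, coloured by group, with 1 point per library. The 6 h treated libraries lie apart on the first component (56.4 to 64.6), and the 24 h treated libraries lie at the top of the second (36.0 to 40.1).

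The first comparison asked which genes differed between treated and control cells after 6 h. At an adjusted p-value threshold of 0.05 (limma, Benjamini-Hochberg), 8968 of 11897 genes differed, 3170 higher and 5798 lower in treated cells. The median absolute log2 change among these genes was 0.60. An absolute change of at least 1 log2 unit was also reached by 1894 of them, 669 higher and 1225 lower, and a change of at least 2 by 117 higher and 86 lower. The choice of scaling moved the balance of directions most. Over all tested genes the median log2 change was -0.20 with TPM as deposited and -0.07 after median-of-ratios rescaling, which gave 8952 genes, 4075 higher and 4877 lower. Quantile normalization gave 4140 higher and 4706 lower. Relative to the median of all genes, 1003 of the called genes were higher and 742 lower by at least 1 log2 unit, a balance that subtracting the median itself shifts. Same-numbered control and treated libraries at 6 h deviated from their group means with a mean correlation of 0.0509 across genes. With the replicate number as a block, 8955 genes differed, and 8846 of the genes called without the block were called in the same direction.

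The same comparison after 24 h gave fewer genes. An adjusted p-value under 0.05 (limma, Benjamini-Hochberg) was found for 5985 genes, 3831 higher and 2154 lower in treated cells, with a median absolute log2 change of 0.37. A change of at least 1 log2 unit was reached by 527 genes, 279 higher and 248 lower. The median change over all tested genes was 0.09. After median-of-ratios rescaling 5836 genes differed, 2894 higher and 2942 lower. After quantile normalization 2971 were higher and 3015 lower. The excess of rises at 24 h was thus present only with TPM as deposited among these 3 scalings. The other scalings pull the median change towards 0 by construction, so they cannot show whether the excess came from scaling. The deviations of same-numbered libraries correlated at 0.0589 on average. With the replicate block 5843 genes differed, of which 5712 were also called in the same direction without it.

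**Figure D2:**
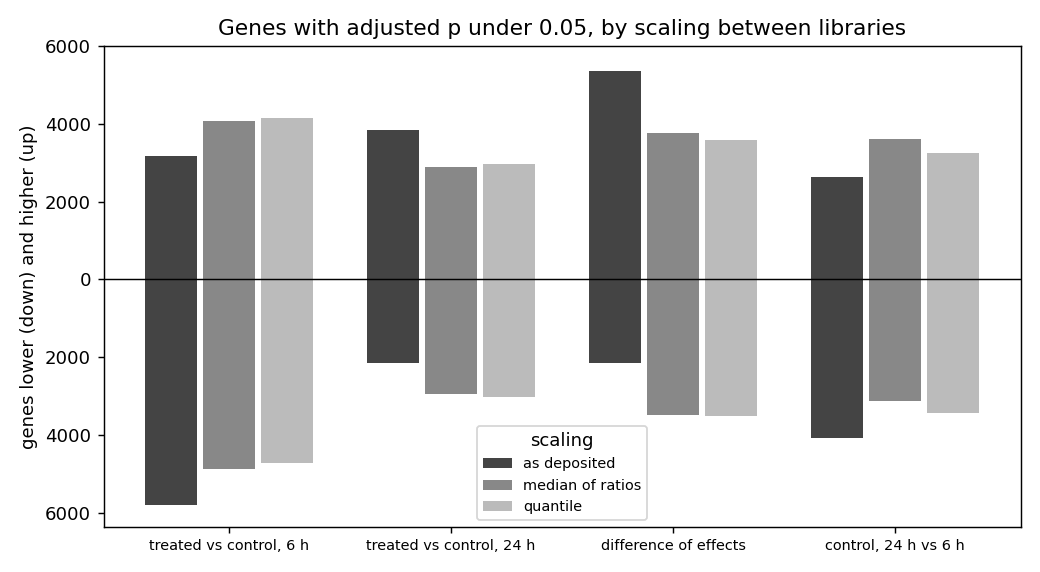
Number of genes with an adjusted p-value under 0.05 (limma) that were higher (bars upward from 0) or lower (bars downward) in each of the 4 comparisons, with TPM as deposited, after median-of-ratios rescaling and after quantile normalization. At 6 h the split was 3170 higher and 5798 lower as deposited and 4075 and 4877 after median-of-ratios rescaling, and at 24 h it was 3831 and 2154 against 2894 and 2942.

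The time points were then compared with each other. The 6 h and 24 h comparisons used the same estimate of each gene's spread. That alone can raise the number of genes called at both times above independence. At both times 4876 genes were called, where 4512 would be called at both if the calls were independent. Of these, 1911 were higher at both times and 1737 lower at both times, against 1021 and 1050 under independence. A further 1062 were lower at 6 h and higher at 24 h, and 166 were higher at 6 h and lower at 24 h. These last numbers depended on the scaling. After median-of-ratios rescaling they were 558 and 425. At 6 h alone 4092 genes were called, and 1109 were called at 24 h alone. Across the tested genes the changes at 6 h and at 24 h had a Pearson's r of 0.48. The standard deviation of the log2 changes over genes was 0.78 at 6 h and 0.51 at 24 h, and 85.7% of the genes called at 6 h had a smaller absolute change at 24 h.

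The difference between the effects was tested directly as the interaction of treatment and time. It had an adjusted p-value under 0.05 (limma, Benjamini-Hochberg) for 7497 genes, with a more positive effect at 24 h for 5355 and a more negative one for 2142. Median-of-ratios rescaling moved the median interaction from 0.25 to 0.04 on the log2 scale and gave 7248 genes, 3775 more positive and 3473 more negative. Of the genes lower at 6 h, 4559 had a positive interaction, and of those higher at 6 h, 1812 had a negative one. Both counts are for TPM as deposited. The 6 h libraries enter the 6 h change and the interaction with opposite signs, so their noise alone favours such opposite directions. With the replicate block 7397 genes had an interaction. Same-numbered treated libraries at 6 h and 24 h deviated together with a mean correlation of 0.0734.

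**Figure D3:**
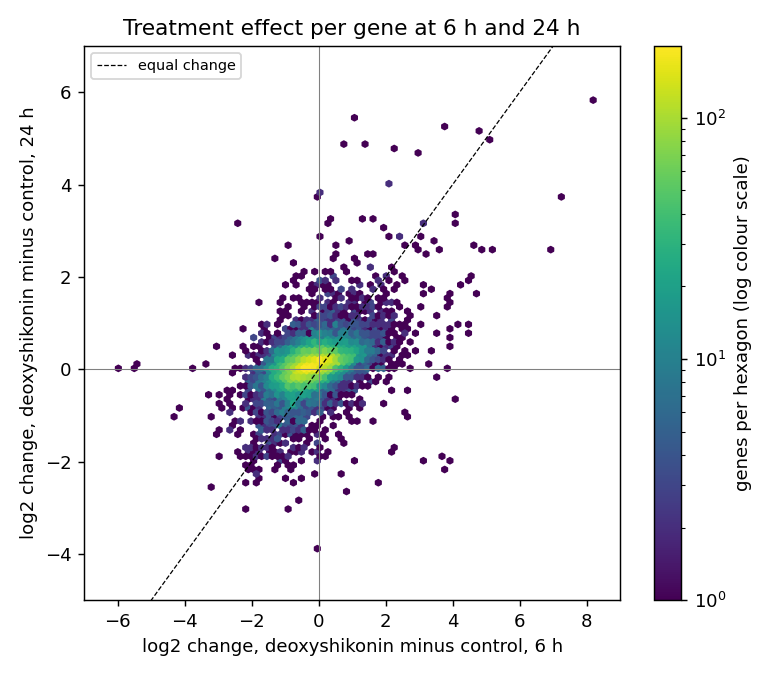
Log2 change (deoxyshikonin minus control) at 6 h on the horizontal axis and at 24 h on the vertical axis for the 11897 tested genes, with the number of genes per hexagon on a log colour scale and a dashed line of equal change. The cloud is wider along the 6 h axis (standard deviation 0.78) than along the 24 h axis (0.51).

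Untreated cells also changed over the culture period, which gives the background for the treatment effects. Between control cells at 6 h and at 24 h, 6709 genes differed at an adjusted p-value under 0.05 (limma, Benjamini-Hochberg), 2641 higher and 4068 lower at 24 h. Of these, 204 were higher and 246 lower by at least 1 log2 unit. The number of genes lay between those of the treatment comparisons at 6 h and 24 h, but with a change of at least 1 log2 unit it was 450, below the 527 at 24 h, and with no filter on low values it was 6464 against 6545 at 24 h. By the standard deviation of the log2 changes (0.48) the time change was close to the 24 h treatment effect (0.51). The direction depended on the scaling, with 3606 higher and 3112 lower after median-of-ratios rescaling. With the replicate block 6572 genes differed, and same-numbered controls at the different times correlated at -0.0525 on average.

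The largest rise at both time points was that of ENSSSCG00000047932. Its TPM was 3.88 ± 0.26 (SD, n = 3) in 6 h controls and 1431 ± 142 (SD, n = 3) in 6 h treated cells. At 24 h it was 3.13 ± 0.165 (SD, n = 3) in controls and 238 ± 59.3 (SD, n = 3) in treated cells. The log2 change was 8.19 (SE 0.14, limma adjusted p = 1.37e-11) at 6 h and 5.83 (SE 0.14, limma adjusted p = 5.58e-10) at 24 h. The effect was smaller at 24 h, with an interaction of -2.37 (limma adjusted p = 1.79e-06).

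The next largest rise at 24 h was that of MSTRG.3939, an assembled transcript locus. Its TPM was 1.20 ± 0.881 (SD, n = 3) in 24 h controls and 90.2 ± 12.4 (SD, n = 3) in 24 h treated cells, a log2 change of 5.46 (SE 0.26, limma adjusted p = 6.11e-08). At 6 h the TPM was 2.61 ± 0.207 (SD, n = 3) in controls and 6.79 ± 1.25 (SD, n = 3) in treated cells, and the log2 change was 1.10 (SE 0.26, limma adjusted p = 0.00259). Its effect was larger at 24 h, with an interaction of 4.36 (limma adjusted p = 2.43e-06). The order of the rises at 24 h depended on the pseudocount. With a pseudocount of 0.1 the log2 change at 24 h was 6.48 for MSTRG.3939 and 6.18 for ENSSSCG00000047932.

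The largest falls belonged to genes listed at 0 in treated cells, where an exact 0 can also be a failed estimate. ENSSSCG00000029549 had 118.27, 54.63 and 43.71 TPM in the 6 h controls and was listed at 0 in all 3 treated libraries at 6 h, with a limma adjusted p of 5.67e-09. It was also listed at 0 in the 24 h control and treated libraries. Groups listed at 0 throughout have no spread, which lowers the pooled spread behind the p-value at 6 h. With only the 6 h groups in the fit, of which the treated one still had no spread, the limma adjusted p was 1.57e-05. ENSSSCG00000017396 had 8.39, 7.07 and 6.54 TPM in the 24 h controls and was listed at 0 in all 3 treated libraries at 24 h (limma adjusted p = 2.07e-07). At 6 h it had 30.67, 26.7 and 30.02 TPM in controls and 4.73, 4.1 and 8.1 TPM in treated cells, a log2 change of -2.23 (SE 0.18, limma adjusted p = 4.25e-07). Both genes belong to a class of 112 genes that were at 0 in one library and at 20 TPM or more in another, and both had a value that another gene of this class shared exactly in the same library.

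**Figure D4:**
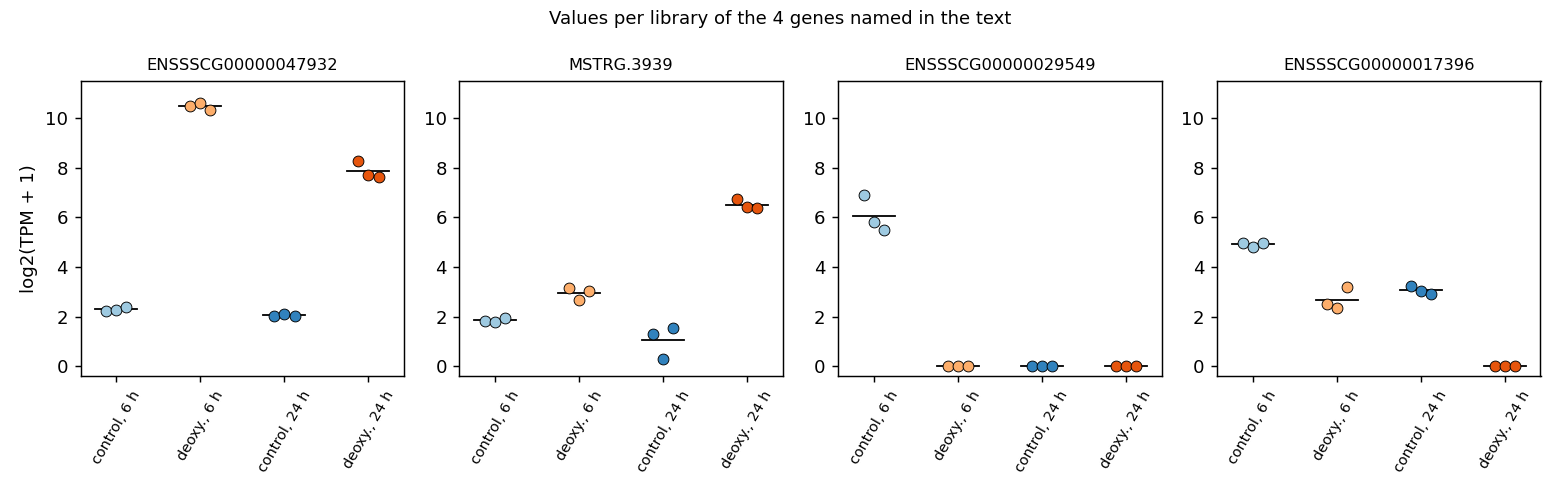
Log2(TPM + 1) of the 4 named genes, with 1 point per library and a line at the group mean. ENSSSCG00000047932 is higher in all treated libraries at both times, MSTRG.3939 rises mainly at 24 h, and ENSSSCG00000029549 and ENSSSCG00000017396 are listed at 0 in all treated libraries at 6 h and at 24 h, respectively.

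The composition of the libraries also differed between groups. The 10 most abundant genes of each library held 16.2% ± 0.123 (SD, n = 3) of all TPM in 6 h controls and 15.1% ± 0.303 (SD, n = 3) in 6 h treated cells. At 24 h they held 17.7% ± 0.35 (SD, n = 3) in controls and 15.1% ± 0.636 (SD, n = 3) in treated cells. The number of genes above 0 TPM was 18552 ± 138 (SD, n = 3) in 6 h controls and 19362 ± 315 (SD, n = 3) in 6 h treated cells, and 18707 ± 172 (SD, n = 3) in 24 h controls and 19881 ± 66.8 (SD, n = 3) in 24 h treated cells. Treated and control libraries did not overlap in either measure at either time. Each exact two-sided permutation test gave p = 0.1, the smallest value that 3 libraries against 3 allow, and the adjusted value over the family of 8 such tests was also 0.1, so these differences did not reach significance.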

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

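The tests of technical explanations in this part were chosen after the patterns they address had been seen.

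The effect of deoxyshikonin differed between 6 h and 24 h for 7497 genes by the test of the interaction (limma, adjusted p-value under 0.05). Most changes were smaller at 24 h. Regression to the mean among genes picked at 6 h would leave the spread over all tested genes alike at both times, but the standard deviation of the log2 changes was 1.54 times as large at 6 h. After subtracting the replicate noise variance (0.0432 at 6 h and 0.0447 at 24 h) the ratio was 1.64, so noisier libraries at 6 h do not explain it. Scaling of the libraries changed the balance of directions and left the number within 1.5 times, with 7248 genes after median-of-ratios rescaling. It changed which genes were called, since 5916 of the 7497 were called in the same direction after that rescaling and 5687 after quantile normalization. When the treatment labels were split in other ways within each time point, 1 of the 16 splits that part every same-numbered pair gave as many genes, the real one. The next highest of these gave 6743, 5643 and 5558 genes, and the rest gave at most 285. Mixing the groups at a single time point can leave the effect at the other in place. The 84 other splits keep some same-numbered pairs together, and 0 of them gave as many. The 16 splits cannot give a share under 0.05. Mixing the treatment labels also removes the treatment effect itself, so neither these splits nor the others can show whether the effects at the 2 times differ, and that rests on the interaction term. A hypothesis that remains is a response of the cells that is strongest early and partly subsides, but the data hold only these time points. The interaction cannot tell this from controls that moved towards the treated cells, and 6709 genes differed between 6 h and 24 h controls. Treated cells at 24 h were not tested against treated cells at 6 h, so both readings stay open.

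All 4 named genes had an interaction. That of ENSSSCG00000047932 was -2.37, a rise that was smaller at 24 h. The other interactions went against this pattern or had no change at 24 h to compare. That of MSTRG.3939 was 4.36, with a rise of 1.10 at 6 h and 5.46 at 24 h. That of ENSSSCG00000017396 was -0.83, with a change of -2.23 at 6 h and a larger fall, -3.05, at 24 h. The size of this interaction depended on the pseudocount, since the 24 h treated libraries were at 0. A pseudocount of 0.1 gave -3.80, with a change of -2.41 at 6 h and -6.21 at 24 h. The interaction of ENSSSCG00000029549, 6.06, rests on 6 h controls only, since all other groups were listed at 0. ENSSSCG00000029549 and ENSSSCG00000017396 are not alone in their zeros. At 0 TPM in one library and at 20 TPM or more in another were 112 genes, and 82 of them showed both within a single group of replicates, though neither of the named genes did. If these values were steps of single reads on very short features, unrelated genes would carry exactly equal values in a library. Of 290 values of at least 20 TPM in these genes, 56 equalled the value of another such gene in the same library, or 19.3%. In 1000 random draws of as many other genes from the same range, the median was 0.69% and the highest 3.45%. Of the 3 values of at least 20 TPM in each named gene of this class, 2 in ENSSSCG00000029549 and 1 in ENSSSCG00000017396 equalled that of another such gene. The values of such genes may therefore rest on few reads, in which case the falls of both named genes are less certain than their adjusted p-values suggest. Of the 112 genes, 14 were called at 6 h and 11 at 24 h.

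Genes under the abundance filter were left out of the main fit. They were above 0 more often in treated cells, a difference that 3 libraries against 3 cannot make significant. The exact two-sided permutation tests of their number above 0 and of their summed TPM each gave p = 0.1 at both times (0.1 after adjustment over 8 tests), the smallest value possible. Of these 20621 genes, 6769 ± 131 (SD, n = 3) were above 0 in 6 h controls, and treated libraries had 809 more on average. At 24 h the controls had 6919 ± 169 (SD, n = 3), and treated libraries had 1162 more. At both times the lowest treated library lay above the highest control. Rescaling cannot move a gene to or from 0, and the excess also held above 0.5 TPM among these genes. There it was 109 genes at 6 h and 349 at 24 h as deposited, and 257 and 264 after median-of-ratios rescaling. Deeper sequencing of the treated libraries would raise the number of genes above 0 but not the expected sum of their TPM. That sum was higher by 240 TPM in treated libraries at 6 h and by 515 TPM at 24 h, and after rescaling by 397 and 416 TPM. In each of these cases every treated library lay above every control, which depth or scaling alone would not give, within what 3 libraries per group can show. The excess shrank with abundance. Over all genes, the mean difference in the number above 0.5 TPM was 49.3 at 6 h and 396 at 24 h as deposited. At 6 h the libraries overlapped. After rescaling the differences were 224 and 303, without overlap. Above 1 TPM they were -140 at 6 h and 246 at 24 h, and -0.667 and 168 after rescaling. Above 1 TPM the libraries overlapped only for the -0.667. Above 5 TPM the differences were -474 at 6 h and 102 at 24 h, and -238 and -31.7 after rescaling. Above 5 TPM the libraries overlapped at 24 h with either scaling. Traces of genomic DNA or of other cells were not tested, so no biological explanation is claimed. At 24 h, 300 genes were at 0 in all controls and above 0 in all treated libraries, and 42 showed the opposite. At 6 h these numbers were 303 and 77.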

How the results depend on the processing

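The number of genes called in each of the 4 comparisons stayed within 1.5 times of its reported value under every alternative but one. Adding a minimum absolute log2 change of 1 gave 1894 genes at 6 h in place of 8968, 527 at 24 h in place of 5985, 1532 for the interaction in place of 7497 and 450 for control time in place of 6709. This is a stricter criterion applied to the same fit.

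Across the 12 fits that each left out one library, the counts ranged from 8571 to 9056 genes at 6 h, from 4970 to 6134 at 24 h, from 7071 to 7465 for the interaction and from 5889 to 6856 for control time. Fitting only the compared groups gave 9068 genes at 6 h, 5147 at 24 h and 6568 for control time. For the interaction this alternative could not be fitted, since it needs all 4 groups. A pseudocount of 0.1 gave 8990 genes at 6 h and 5870 at 24 h, and 8940 and 5854 of these were among the genes called with a pseudocount of 1, in the same direction. With no filter, 10039 genes were called at 6 h and 6545 at 24 h. Leaving out the 112 genes that swing between 0 and at least 20 TPM, an alternative chosen after seeing the data, gave 9004 genes at 6 h and 6011 at 24 h.

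The balance of directions depended on the scaling. With TPM as deposited, 35.3% of the called genes were higher at 6 h, 64.0% at 24 h, 71.4% in the interaction and 39.4% in control time. After median-of-ratios rescaling these were 45.5%, 49.6%, 52.1% and 53.7%, and after quantile normalization 46.8%, 49.6%, 50.6% and 48.8%. After median-of-ratios rescaling 8047 of the 8968 genes at 6 h, 5048 of the 5985 at 24 h and 5916 of the 7497 in the interaction were called in the same direction. After quantile normalization these were 7825, 5109 and 5687. Of the overlaps between time points, the genes lower at 6 h and higher at 24 h numbered 1062 as deposited, 558 after median-of-ratios rescaling and 571 after quantile normalization. Those higher at 6 h and lower at 24 h numbered 166, 425 and 387. With a minimum absolute change of 1 at both times, 5 and 0 genes were left in these classes, and 147 and 145 were higher at both and lower at both.

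With the replicate number as a block, 8955 genes differed at 6 h, 5843 at 24 h, 7397 in the interaction and 6572 in control time. The mean correlation of same-numbered deviations, taken for each pair of groups, lay between -0.0525 and 0.0734. Single same-numbered pairs lay between -0.115 and 0.109. These values give little sign that the numbers pair the libraries. The direction and significance of the log2 changes of the 4 named genes at 6 h and 24 h and of their interactions were the same under all alternatives that gave a value. The fit without the swinging genes gives none for ENSSSCG00000029549 and ENSSSCG00000017396, which it leaves out. The minimum log2 change of 1 was not applied to single genes. At the main setting the interaction of ENSSSCG00000017396 (-0.83) does not reach it. That interaction was -3.80 with a pseudocount of 0.1, -1.06 after quantile normalization and -0.998 after median-of-ratios rescaling. The adjusted p-values (limma) of the 4 named genes reached at most 0.0355, for MSTRG.3939 at 6 h. ENSSSCG00000029549 at 24 h is apart from this, since all libraries were at 0.

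The tests of the host defence, barrier, NRF2 and hypoxia lists, and all alternatives planned for them, were not run because the identifiers could not be paired with symbols. The unknown depth limits the reading of low values, since an exact 0 cannot be given a detection floor.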

Other observations

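The tests in this part were chosen after the patterns they address had been seen. The number of genes called was set against other splits of the same libraries. At 6 h, 1 of the 4 splits that part every same-numbered pair gave as many genes, the real one, and the others gave at most 0. At 24 h it was again 1 of 4, and the others gave at most 2 genes. For control time it was 1 of 4, and the others gave at most 0. The 6 remaining splits of each comparison part fewer pairs and gave at most 1, 1 and 2 genes. With so few splits the share cannot fall under 0.05. Every other split mixes libraries of the compared groups, so the real difference enters the residual spread and leaves few genes to be called. The low numbers in those splits therefore do not measure false calls.

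More genes were lower than higher at 6 h with TPM as deposited. One candidate explanation is that a few strongly rising genes take up TPM. The 20 genes with the largest gain at 6 h took 45.9% of all TPM gained, 73184 of 159511. Without them, and with each library rescaled to 1000000, the median log2 change moved from -0.20 to -0.10 and did not reach 0. The direction of this move is fixed by which genes are removed, so it shows only that these 20 genes do not account for the whole shift. The scaling of every library to a fixed total is a broader candidate. Among the called genes, after centring on the median, 0.74 were lower by at least 1 log2 unit for each one higher by as much, but centring moves this balance by construction and decides nothing. With other scalings falls still predominated, by less. There were 4075 higher and 4877 lower genes after median-of-ratios rescaling, and 4140 and 4706 after quantile normalization. These scalings also pull the median towards 0 by construction. How much of the excess comes from scaling therefore cannot be told, and no biological explanation was tested. The class of 1062 genes that were lower at 6 h and higher at 24 h also depended in part on the scaling. After median-of-ratios rescaling it held 558 genes, all 558 of them among the 1062, and 480 genes were in the class under all 3 scalings.

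The 24 h treatment effect appeared to oppose the change of untreated cells over time. Of the genes called in both comparisons, 2358 moved in opposite directions and 1444 in the same direction, and across all tested genes Pearson's r was -0.10. Both changes use the 24 h controls, with opposite signs, so noise in these libraries alone produces a negative r. With different control libraries in the 2 changes, r ranged from -0.0117 to 0.00365 with a mean of -0.00409. The relation may therefore come from the shared libraries. After median-of-ratios rescaling the called genes still numbered 2095 in opposite and 1607 in the same direction, but these counts use the shared controls too. The hypothesis that treatment holds back the time course was not borne out across genes.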
